# Identification of genes essential for pellicle formation in *Acinetobacter baumannii*

**DOI:** 10.1186/s12866-015-0440-6

**Published:** 2015-06-06

**Authors:** Sarah K. Giles, Uwe H. Stroeher, Bart A. Eijkelkamp, Melissa H. Brown

**Keywords:** Cyclic AMP, Motility, Virulence, Biofilm, Hydrophobicity

## Abstract

**Background:**

*Acinetobacter baumannii* is an opportunistic pathogen, which has the ability to persist in the clinical environment, causing acute and chronic infections. A possible mechanism contributing to survival of *A. baumannii* is its ability to form a biofilm-like structure at the air/liquid interface, known as a pellicle. This study aimed to identify and characterise the molecular mechanisms required for pellicle formation in *A. baumannii* and to assess a broad range of clinical *A. baumannii* strains for their ability to form these multicellular structures.

**Results:**

Random transposon mutagenesis was undertaken on a previously identified hyper-motile variant of *A. baumannii* ATCC 17978 designated 17978hm. In total three genes critical for pellicle formation were identified; *cpdA*, a phosphodiesterase required for degradation of cyclic adenosine monophosphate (cAMP), and A1S_0112 and A1S_0115 which are involved in the production of a secondary metabolite. While motility of the A1S_0112::Tn and A1S_0115::Tn mutant strains was abolished, the *cpdA*::Tn mutant strain displayed a minor alteration in its motility pattern. Determination of cAMP levels in the *cpdA*::Tn strain revealed a ~24-fold increase in cellular cAMP, confirming the role CpdA plays in catabolising this secondary messenger molecule. Interestingly, transcriptional analysis of the *cpdA*::Tn strain showed significant down-regulation of the operon harboring the A1S_0112 and A1S_0115 genes, revealing a link between these three genes and pellicle formation. Examination of our collection of 54 clinical *A. baumannii* strains revealed that eight formed a measurable pellicle; all of these strains were motile.

**Conclusions:**

This study shows that pellicle formation is a rare trait in *A. baumannii* and that a limited number of genes are essential for the expression of this phenotype. Additionally, an association between pellicle formation and motility was identified. The level of the signalling molecule cAMP was found to be controlled, in part, by the *cpdA* gene product, in addition to playing a critical role in pellicle formation, cellular hydrophobicity and motility. Furthermore, cAMP was identified as a novel regulator of the operon A1S_0112-0118.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12866-015-0440-6) contains supplementary material, which is available to authorized users.

## Background

*Acinetobacter baumannii* is an opportunistic Gram-negative human pathogen that causes severe nosocomial infections primarily in immune-compromised patients; disease states include pneumonia, meningitis and bacteraemia [1–5]. The bacterium can be found in intensive care units and is frequently isolated from medical devices [6–9]. The capacity to survive in these environments is possibly due to the ability of this organism to survive desiccation and resist a broad spectrum of antibiotics and disinfectants. As a result, *A. baumannii* has entrenched itself in the clinical environment [10–12].

Given the occurrence of *A. baumannii* in intensive care units and its high level of intrinsic and adapted resistance, there is increased pressure to identify novel drug targets. Therefore, understanding the molecular mechanisms contributing to virulence in *A. baumannii* is essential. Similar to numerous other organisms, *A. baumannii* has the ability to grow a multicellular structure known as a biofilm (reviewed by Longo *et al*. 2014) [13] of which the pellicle is a specialised form. The pellicle is localised to the interface between air and liquid, and is a structure of connected cells surrounded by a matrix of extracellular polymeric substance [14, 15]. The formation of a pellicle allows aerobic bacteria to have access in a stagnant environment to high levels of oxygen and nutrients [16]. The pellicle can increase bacterial survival under antibiotic pressure as well as contribute to longer than usual persistence in a hostile environment, such as under drying conditions [17–19].

There are numerous molecular mechanisms potentially involved in pellicle formation by *A. baumannii*. One such mechanism is the *csuA/BABCDE* pilus chaperone-usher assembly system which is responsible for the production of pili and is essential in the formation of a biofilm on solid surfaces [2, 9, 20]. In a study on *Bacillus subtilis*, 288 regulatory and potential regulatory genes were associated with pellicle formation [21]. Recent analyses of *A. baumannii* bacteria in the pellicle state have revealed alterations in the expression of at least 52 membrane proteins (32 up-regulated and 20 down-regulated) [22, 23]. These 52 proteins were found to be involved in; iron uptake systems, lipid and carbohydrate transport, cellular metabolism, starvation, in addition to porins and pili.

As bacteria encounter a wide range of environmental conditions, there is a requirement to respond to these changes, such as changing from a planktonic state to living within a biofilm and/or pellicle; this can involve deployment of a number of signalling molecules [24, 25]. Cyclic adenosine monophosphate (cAMP) is a ubiquitous signalling molecule used in conjunction with a variety of regulators for modulating gene expression in both prokaryotes and eukaryotes [26, 27]. In bacteria, it has been found to alter multiple virulence characteristics. For example, in *Vibrio cholerae* cAMP has been implicated in the regulation of cholera toxin, the toxin co-regulated pilus and other pathogenic factors [28]. In *Serratia marcesens* the importance of the cAMP receptor protein (CRP complex) in the formation of biofilm has been established [26]. In this case the type I fimbriae-dependant biofilm is tightly regulated and a deletion in the phosphodiesterase gene was found to increase cAMP within the bacteria cell and consequently decrease biofilm formation. Conversely, when increased copies of the phosphodiesterase gene are introduced into the bacterial cell, the bacteria enter into what is described as a “hyper biofilm” state [26]. Similarly in *Pseudomonas aeruginosa*, cAMP has been identified as a key component in biofilm formation, where increased levels of cAMP can inhibit adherence capabilities [29]. Furthermore, in this organism cAMP functions as a co-factor of the virulence factor regulator Vfr, where the cAMP-Vfr complex regulates type III secretion systems involved in exporting toxins and other compounds [30–32]. This complex also regulates virulence factors such as type IV pili, the *las* quorum sensing system and exotoxin A [32, 33]. Although a *vfr*-like gene is present in the *A. baumannii* genome, its role in regulation of virulence factors and interaction with cAMP has not been reported.

The proteomic analyses by Marti *et al*. (2011) and Nait Chabane *et al*. (2014) suggested that pellicle formation in *A. baumannii* is not the result of a single gene or operon [22, 23]. Instead, it is likely that pellicle formation is multifactorial, requiring surface-exposed molecular structures and an adequate level of transcriptional regulation. The aim of this study is to provide insight into the genetic elements that contribute to the ability of *A. baumannii* to migrate to a surface and form a pellicle as well as to assess the prevalence of pellicle formation in a number of clinically-relevant *A. baumannii* strains.

## Results and discussion

### Pellicle formation is a rare trait in clinical *A. baumannii* strains

In this study, we have defined the pellicle as a robust layer of connected cells covering the surface of a liquid. To assess the prevalence of pellicle formation, our collection of clinical *A. baumannii* strains [34] was screened for this phenotype. Pellicle formation was assessed using glass and polypropylene tubes, as these materials are used for a number of implements within the hospital environment and have different surface properties, which may influence the initial attachment and formation of a pellicle. Preliminary assessment of pellicle biomass was conducted at growth temperatures of 25 °C and 37 °C (data not shown), which revealed that pellicle growth predominantly occurred at 25 °C; these results coincide with Marti *et al*. (2011) [35], as such, all subsequent analyses were performed at 25 °C. Of the 54 clinical strains tested only eight formed a robust pellicle, suggesting that this is not a ubiquitous phenotype (Table 1). These eight strains produced varying amounts of total pellicle biomass when comparing glass and polypropylene strata (Table 1). Pellicle formation was categorised into three groups dependent on the amount of pellicle material measured at OD_600_ where a; “small pellicle” is considered >0.19, “moderate pellicle” is considered >0.20 and <0.50 and “well-developed pellicle” is >0.51. In glass tubes, strains ATCC 17978, 17978hm, WM98c, 04145027 and AYE produced a well-developed pellicle, while, AB0057, 11986752 and 2320495 produced a moderate to small pellicle. Analysis in polypropylene tubes showed that only two strains, 17978hm and 04145027, produced a strong pellicle, while four strains, ATCC 17978, 11986752, 2320495 and WM98c, produced a moderate to small pellicle. Both AYE and AB0057 formed a pellicle in glass tubes, but failed to form a measurable pellicle in polypropylene tubes. Hence, the ability to form a pellicle was not conserved across glass and polypropylene surfaces. These observed differences could be due to a number of factors related to the specific adherence strategies of each strain, such as the production of pili and other surface-exposed macromolecules. A number of strains, 6772166, 6856775, PW01c, 6877889 and 6870155 produced a weak surface film that could not be extracted using our protocol, attempts to do so by other means such as draining the planktonic growth resulted in destruction of this weak surface film. Structures such as pilin-like proteins and exopolysaccharides have been shown to be present in pellicles [23] and it is possible that these structures are expressed at a reduced level in these strains resulting in only a weak surface film. Interestingly, all pellicle forming strains and those that formed a weak surface film have been shown to be motile [34]. This finding highlights the possibility that the molecular mechanisms involved in motility and pellicle formation are linked.

**Table 1:** Pellicle formation in glass and polypropylene, cell hydrophobicity, motility status and isolation site

*A. baumannii* isolate	Glass (OD_600_)	Polypropylene (OD_600_)	Hydrophobicity (%)	Motility	Isolation site
Pellicle forming *A. baumannii* strains					
ATCC 17978	0.65 ± 0.16	0.44 ± 0.08	32 ± 0.25	+	Meningitis
17978hm	1.03 ± 0.01	0.94 ± 0.02	42 ± 0.19	+	Meningitis
11986752	0.13 ± 0.01	0.17 ± 0.04	98 ± 0.01	+	Pus
2320495	0.35 ± 0.08	0.28 ± 0.06	98 ± 0.03	+	Pus
WM98c	1.01 ± 0.02	0.37 ± 0.08	94 ± 0.10	+	Unknown
04145027	0.62 ± 0.00	0.79 ± 0.04	100 ± 0.00	+	Vaginal
AYE	0.65 ± 0.11	Not detected	92 ± 0.07	+	Urinary
AB0057	0.47 ± 0.06	Not detected	0	+	Blood
Surface film forming *A. baumannii* strains					
6772166	BD^*a*^	BD	0	+	Pus
685775	BD	BD	0	+	Sputum
PW01c	BD	BD	0	+	Unknown
6877889	BD	BD	9 ± 0.09	+	Sputum
6870155	BD	BD	5 ± 0.07	+	Sputum

^***a***^ BD = below detection level

### Hydrophobicity across the clinical *A. baumannii* strains is not directly linked to pellicle formation ability

In a number of bacterial species, including *A. baumannii*, a positive association between cell surface hydrophobicity, biofilm formation and adherence capabilities has been reported [36–38]. We evaluated our set of clinical *A. baumannii* strains for cell surface hydrophobicity and identified major differences (Fig. 1). Using the divisions of the hydrophobicity index as established by Pour *et al*. (2011) [36], 42 of the strains displayed a hydrophilic character, nine were found to have a strong hydrophobic character and three showed an intermediate level of cell surface hydrophobicity. Of the eight strains that formed a pellicle in glass (Table 1), five (11986752, 2320495, WM98c, 04145027 and AYE) were found to have a strong hydrophobicity index of >70 %, two (ATCC 17978 and 17978hm) showed an intermediate hydrophobic character and AB0057 was found to be hydrophilic. There are numerous proteins embedded within the outer membrane of Gram-negative bacteria that have a variety of functions including pili for adherence and possibly pellicle formation as well as other physical characteristics. Surface proteins can alter the surface chemistry of a cell and affect the surface hydrophobicity [39, 40]. The aforementioned results suggest a high level of correlation between the ability to form an extractable pellicle and an increase in cell surface hydrophobicity. The level of hydrophobicity may have an influence on what surface and how strongly bacteria interact due to a variety of proteins on the cell surface [41, 42]. Interestingly, the strains identified as producing a weak surface film all show a hydrophilic nature.

**Fig. 1:**
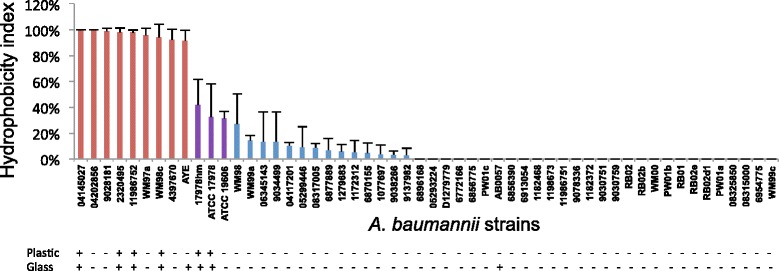
Hydrophobicity of *A. baumannii* strains. Cell surface hydrophobicity was assessed by the affiliation of the bacterial cell to xylene. Strains with a hydrophobic index above 70 % are shown in red, those above 30 % are in purple and those below 30 % are in blue. Those strains where no bar is visible are completely hydrophilic. The ability of each strain to form a pellicle in glass or polypropylene is shown as (+ or -) below the hydrophobic index. Bars indicate the standard deviation of three separate experiments

### A1S_0112, A1S_0115 and *cpdA* are essential for pellicle formation in *A. baumannii* 17978hm

To further investigate the pellicle phenotype, we used our previously characterised *A. baumannii* 17978hm strain (harboring an insertion in *hns*) [43], which has the ability to produce increased amounts of pellicle material compared to the ATCC 17978 parent strain. This strain was chosen as it allows good discrimination between the pellicle and non-pellicle phenotype allowing ready identification in large scale screening procedures. To identify genes associated with this potential virulence factor a transposon bank of random mutants was constructed in the 17978hm strain using the plasmid pLOF mini::Tn*10*:*gfp*:*kan* [44]*.* Approximately 4000 individual transposon insertion mutants were examined in microtitre trays for their ability to form a pellicle. Initial screening identified nine transposon insertion mutants that were incapable of pellicle formation. Subsequent evaluation of these strains in polypropylene and glass tubes confirmed the complete loss of the pellicle phenotype (data not shown). The exact insertion site of the individual transposon insertions were identified by cloning the kanamycin resistance gene associated with the transposon (mini::Tn*10*:*gfp*:*kan*) and subsequent sequencing. Insertions were found to be within three genes: A1S_0249 (*cpdA*), a cAMP phosphodiesterase; A1S_0112, acyl-CoA synthetase/adenosine monophosphate (AMP) acid ligase II; and A1S_0115, which is annotated to be involved in amino acid adenylation. The precise insertion site of the transposon is given as the nucleotide position relative to the *A. baumannii* ATCC 17978 genome sequence (GenBank CP000521) (Additional file 1). Seven transposon insertions were identified to be within the A1S_0115 gene. A single representative of each of the three distinct insertions, designated transposon mutants 1, 2 and 5, was taken for further investigation (Additional file 1).

Transposon mutant 1 was identified as containing an insertion within *cpdA*, *cpdA*::Tn. Bacteria finely modulate intracellular cAMP levels through adenylate cyclases (synthesis) and cAMP phosphodiesterases, such as CpdA, which converts cAMP to AMP (degradation) [45]. Therefore, as the insertional inactivation of *cpdA* led to a loss of pellicle, this insertion identified the requirement for cAMP regulation in this process. To confirm that the observed phenotype can be attributed to disruption of *cpdA*, the *cpdA*::Tn mutant strain was complemented by cloning a wild-type copy of *cpdA* into the empty shuttle vector pWH1266 [46], producing pWH0249. The pWH0249 plasmid was subsequently electroporated into the *cpdA*::Tn mutant strain generating the strain *cpdA*::Tn(0249) (Table 2). This strain was found to successfully produce a pellicle in contrast to both the *cpdA*::Tn mutant strain or the *cpdA*::Tn control strain harboring the empty pWH1266 vector, *cpdA*::Tn(1266) (Table 2; Fig. 2).

**Table 2:** A. baumannii 17978hm mutant derivatives constructed in this study

Abbreviated name	Description^*a*^
*cpdA*::Tn	Tn*10*:*gfp*:*kan* insertion in *cpdA,* kan^R^
*cpdA*::Tn(0249)	Tn*10*:*gfp*:*kan* insertion in *cpdA* containing pWH0249, kan^R^, amp^R^
*cpdA*::Tn(1266)	Tn*10*:*gfp*:*kan* insertion in *cpdA* containing shuttle vector pWH1266, kan^R^, amp^R^, tet^R^
A1S_0112::Tn	Tn*10*:*gfp*:*kan* insertion in A1S_0112, kan^R^
A1S_0112::Tn(0112)	Tn*10*:*gfp*:*kan* insertion in A1S_0112 containing pWH0112, kan^R^, amp^R^
A1S_0112::Tn(1266)	Tn*10*:*gfp*:*kan* insertion in A1S_0112 containing shuttle vector pWH1266, kan^R^, amp^R^, tet^R^
A1S_0115::Tn	Tn*10*:*gfp*:*kan* insertion in A1S_0115, kan^R^
A1S_0115::Tn(0115)	Tn*10*:*gfp*:*kan* insertion in A1S_0115 containing pWH0115, kan^R^, amp^R^
A1S_0115::Tn(1266)	Tn*10*:*gfp*:*kan* insertion in A1S_0115 containing shuttle vector pWH1266, kan^R^, amp^R^, tet^R^

^*a*^ kan^R^, kanamycin resistance at 50 μg/mL; amp^R^, ampicillin resistance at 100 μg/mL; tet^R^, tetracycline resistance at 12.5 μg/mL

**Fig. 2:**
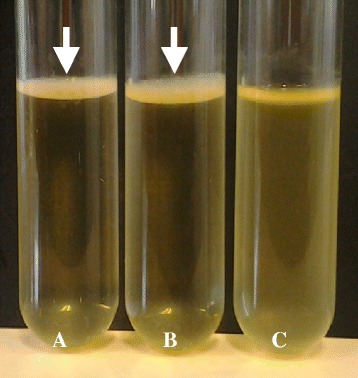
Pellicle formation by *A. baumannii* 17978hm parent, *cpdA*::Tn(0249) and *cpdA*::Tn(1266) strains. *A. baumannii* strains were grown in Luria-Bertani broth and analysed after a 72 h incubation at 25 °C in the absence of light. Pellicle material was assessed visually. (**a**) 17978hm parent strain; (**b**) *cpdA*::Tn(0249) complemented mutant strain showing developed pellicles at the interface between the liquid and air; and (**c**) *cpdA*::Tn(1266) mutant strain negative for pellicle formation. Arrows identify the pellicle material

Transposon mutant 2 A1S_0112::Tn and transposon mutant 5 A1S_0115::Tn have insertions within the open reading frame (ORFs) A1S_0112 and A1S_0115, which are located in a large operon comprised of seven genes, A1S_0112-0118 (Fig. 3). This operon has previously been associated with cell motility, potentially by production and secretion of a biosurfactant via a type-I secretion system or another mechanism [47, 48]. A recent report has shown that the genes within this operon are significantly up-regulated in biofilm cells in *A. baumannii* ATCC 17978 and a site-specific knockout of A1S_0114 abolished biofilm formation [49]. Efforts to complement the A1S_0112::Tn and A1S_0115::Tn transposon mutant strains with copies of the wild-type genes cloned into pWH1266 (Table 2), were unsuccessful possibly due to polar effects of the transposon insertions. In order to ensure that the lack of complementation was not due to a lack of transcription of our complementing genes, we undertook qRT-PCR that revealed adequate transcription occurred for the wild-type A1S_0112 and A1S_0115 genes cloned into the empty pWH1266 vector (Table 3, Additional file 2). As mentioned, pellicle formation was not restored in these mutants, possibly because, these ORFs are part of an operon which must be transcribed as a polycistronic message making complementation of these mutants not possible. This is supported by the work of Clemmer *et al.* (2011) who previously isolated transposon mutants in this region which abolished motility and due to the nature of this operon were also unable to complement the mutants [47].

**Fig. 3:**
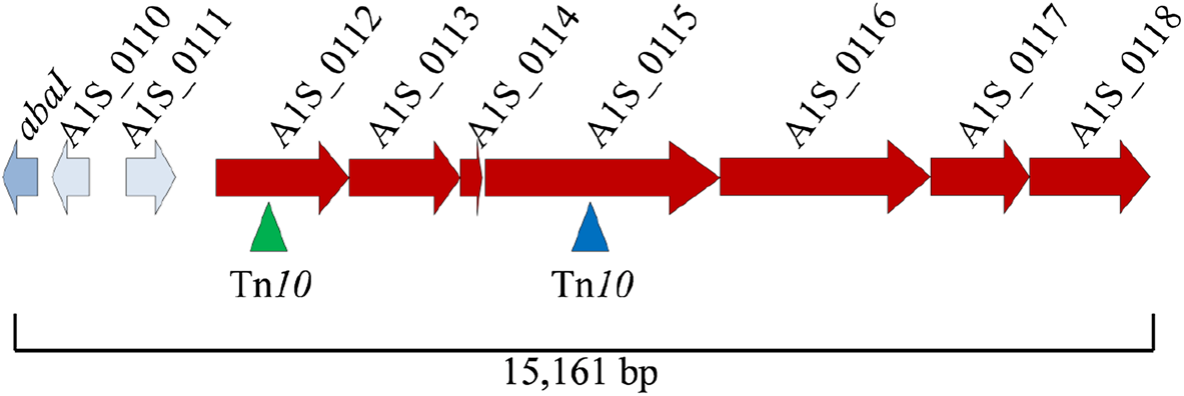
Operon with transposon insertion sites within A1S_0112 and A1S_0115 identified. The genetic organisation of the A1S_0112-0118 operon is shown with the arrows representing open reading frames and depict the direction of transcription. The location of the transposon (Tn*10*) insertions in A1S_0112 (green triangle) and A1S_0115 (blue triangle) are shown. Flanking genes illustrate the position of the operon within the chromosome adjacent to the quorum sensing gene *abaI,* A1S_0110 hypothetical protein and A1S_0111 transcriptional regulator; the total size of the region shown is 15,161 bp in length

**Table 3:** Fold change in gene expression of transposon mutant strains compared to the 17978hm parent strain

Strain	A1S_0112*	A1S_0115*	A1S_0118*
*cpdA*::Tn	-2.8 ± 0.21	ND	ND
*cpdA*::Tn(0249)	1.5 ± 0.44	ND	ND
*cpdA*::Tn(1266)	-5.6 ± 0.032	ND	ND
A1S_0112::Tn	NA	-335.46 ± 1.42	-28.44 ± 1.33
A1S_0112::Tn(0112)	-0.49 ± 1.39	-669.37 ± 1.24	-51.63 ± 1.70
A1S_0112::Tn(1266)	-171.25 ± 1.68	-325.53 ± 1.22	-85.43 ± 1.46
A1S_0115::Tn	-1.14 ± 1.59	NA	-83.29 ± 1.20
A1S_0115::Tn(0115)	-4.1 ± 1.09	-1.16 ± 1.63	-28.97 ± 1.54
A1S_0115::Tn(1266)	-0.99 ± 1.32	-347.29 ± 1.52	-72.50 ± 1.14

NA = not applicable

ND = not done

* = data from three biological replicates

### Characterisation of pellicle-deficient mutant strains *cpdA*::Tn, A1S_0112::Tn and A1S_0115::Tn

The three transposon insertion mutant strains described above were examined for potential growth perturbations in Luria-Bertani (LB) liquid cultures. All three *A. baumannii* transposon mutant strains showed comparable growth to the parent 17978hm strain (Additional file 3), indicating that the loss of the pellicle is not due to a general growth defect. Since pellicle formation is only one type of biofilm, the ability to form a biofilm at the liquid-surface interface was also examined. The three transposon mutants were assessed for both their planktonic growth potential and their ability to form a biofilm on polypropylene (Fig. 4a and b). All transposon mutants showed an increase in planktonic growth compared to the parent and *cpdA*::Tn(0249) complemented derivative (p-value <0.001) (Fig. 4a). The transposon insertion mutants were able to form a significantly increased amount of biofilm in polypropylene tubes compared to the parent strain (*cpdA*::Tn, A1S_0115::Tn and A1S_0112::Tn; p-values of 0.05, 0.05 and 0.01, respectively) (Fig. 4b), while, the complemented *cpdA*::Tn(0249) mutant strain returned the phenotype to that of the parent (Fig. 4). Carriage of wild-type copies of A1S_0112 and A1S_0115 in their respective Tn mutant derivatives did not result in functional complementation (data not shown).

**Fig. 4:**
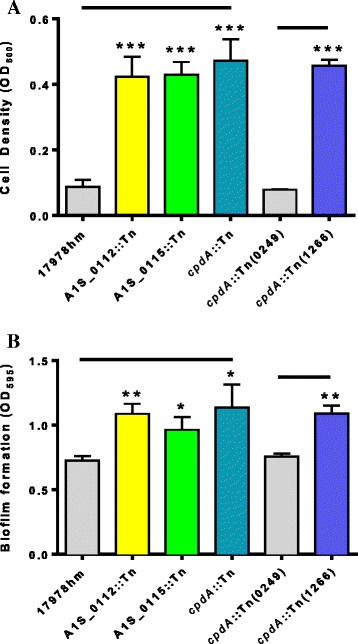
Planktonic growth and biofilm formation in polypropylene tubes of the transposon mutants and 17978hm parent strain. Cells were cultured in Luria Bertani media without shaking at 37 °C in polypropylene tubes for 72 h. (**a**) Planktonic growth was assessed by removal of 1 mL of media and the optical density measured at OD_600_. All three transposon insertion mutant strains showed a dramatic increase of planktonic growth; 4-fold greater than the 17978hm parent strain. Complementation of the *cdpA* mutation in the *cpdA*::Tn(0249) strain returned the phenotype to wild-type levels. (**b**) The level of biofilm produced was assessed by crystal violet staining. Transposon insertion mutant strains had an increased biomass of the surface/liquid biofilm by approximalty 30 % compared to that of the 17978hm parent. The *cpdA*::Tn(0249) mutant strain that contains a wild-type copy of the gene, restored the biofilm phenotype to that of the parent. Bars indicate the standard deviation of three separate experiments. Asterisks indicate significant difference: one denotes a p-value <0.05, two a p-value <0.01 and three a p-value <0.001, as determined by a student *t*-test

The three pellicle deficient transposon mutants all displayed a >80 % reduction in cell surface hydrophobicity compared to the parent strain, to essentially a hydrophilic nature (*cpdA*::Tn, A1S_0112::Tn and A1S_0115::Tn; p-values of 0.001, 0.01 and 0.01, respectively) (Fig. 5). This indicates that hydrophobicity is affected when *cpdA*, A1S_0112 or A1S_0115 genes are insertionally inactivated. The presence of the wild-type *cpdA* gene in the *A. baumannii cpdA*::Tn(0249) derivative not only complemented the hydrophobicity character, but increased the hydrophobicity index to 60 % which is above the parent strain (p-value <0.001) (Fig. 5); this would indicate that cAMP is involved in modulating cell surface hydrophobicity. The increase in hydrophobicity above the level seen with the parent strain is likely due to a copy number effect of the wild-type *cpdA* determinant residing on the pWH1266 plasmid.

**Fig. 5:**
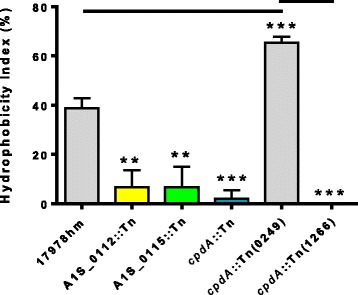
Hydrophobicity index for A1S_0112::Tn, A1S_0115::Tn and *cpdA*::Tn transposon insertion mutants. Hydrophobicity results were obtained by assessing the bacterial cell affiliation to xylene. The optical density of the cell suspension before (OD_inital_) and after (OD_final_) the addition of xylene was measured at 600 nm. All the transposon insertion mutant strains have reduced cell hydrophobicity compared to the parental strain. The *cpdA*::Tn(0249) mutant strain with a wild-type copy of *cpdA* has a hydrophobicity greater than the 17978hm parent strain. Bars indicate the standard deviation of three separate experiments. Asterisks indicate significant difference: two denotes a p-value <0.01 and three a p-value <0.001, as determined by a student *t*-test

Traditionally, *A. baumannii* has been considered non-motile due to its lack of flagella; however, two forms of motility known as swarming and twitching have now been described in this species [34, 50, 51]. While sliding motility in non-flagellated bacteria can occur by surfactant production in other bacteria [48], twitching motility within *A. baumannii* is mediated by the extension and retraction of type IV pili as a form of surface translocation [5]. We have shown previously that *A. baumannii* strain 17978hm is motile via swarming on LB medium containing 0.25 % agar [34]. Therefore, we applied these conditions to examine the motility phenotypes of the three pellicle-deficient transposon mutant strains. The A1S_0112::Tn and A1S_0115::Tn mutant strains proved to be non-motile as they only grew at the initial inoculum site on the agar plate (Fig. 6). The A1S_0112::Tn and A1S_0115::Tn mutant strains harboring either a wild-type copy of A1S_0112 or A1S_0115 or an empty vector pWH1266 also gave a negative result (Fig. 6). Our data corroborate the findings by Clemmer *et al.* (2011) [47], that the A1S_0112-0118 operon is required for motility as insertions within this operon were found to be non-motile (Fig. 6). However, the loss of motility seen in the transposon mutant strains is not universal because the *cpdA*::Tn variant remained motile despite presenting a visually different motility pattern compared to the 17978hm parent strain (Fig. 6). The *cpdA*::Tn and *cpdA*::Tn(1266) strains presented a spoke like motility pattern, whereas the parent strain formed an even surface film of motile cells. The *cpdA*::Tn(0249) mutant strain returned the motility phenotype to that of the parent covering the 0.25 % agar plate with motile bacterial cells (Fig. 6). As such, motility was not substantially affected, however the manner by which the bacterial cells exercised their motility phenotype in the *cpdA*::Tn strain was altered*.* These results connect the clinical *A. baumannii* strains with the mutant derivatives of the 17978hm strain, in that, all pellicle forming strains including those that form a weak surface film are motile and when the pellicle is disrupted there is either an alteration in the motile phenotype as seen in the *cpdA*::Tn mutant or complete abolishment of motility.

**Fig. 6:**
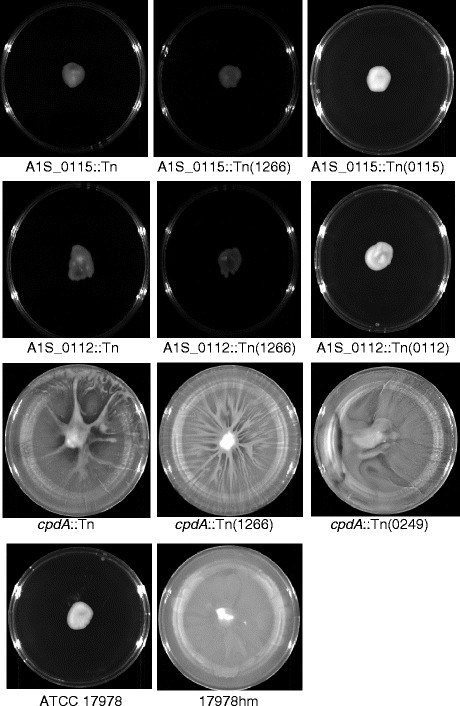
Motility of *A. baumannii* ATCC 17978, 17978hm, and transposon insertion mutants *cpdA*::Tn, A1S_0112::Tn and A1S_0115::Tn. Overnight grown bacterial cells were used to inoculate Luria-Bertani media containing 0.25 % agar; plates were grown overnight at 37 °C. The A1S_0115::Tn, A1S_0115(0115) and A1S_0115(1266) transposon mutant strains and the A1S_0112::Tn, A1S_0112::Tn(0112) and A1S_0112::Tn(1266) transposon mutant strains only show growth at the initial inoculum site at the centre of the plate giving a non-motile phenotype. However, the *cpdA*::Tn, *cpdA*::Tn(0249) and *cpdA*::Tn(1266) transposon mutant strains retained motility. The complemented strain *cpdA*::Tn(0249) displayed a motility pattern almost identical to the 17978hm parent, whereas *cpdA*::Tn and *cpdA*::Tn(1266) displayed a “spoke-like” motility pattern. ATCC 17978 is included as a control displaying a non-motile phenotype

Bacterial adherence is a critical virulence factor and aids in host and surface colonisation. The adherence of the *A. baumannii* mutant strains to human lung epithelial cells (A549) was assessed; all three transposon insertion strains had adherence capabilities that were not significantly different to that of the 17978hm parent strain (data not shown). This suggests that the mechanisms used by *A. baumannii* for pellicle formation are not essential for adherence to A549 human epithelial cells.

### The levels of cAMP in the *cpdA*::Tn mutant strain are significantly increased compared to the 17978hm parent strain

The maintenance of intracellular cAMP levels is largely a result of controlling *cpdA* expression [52]. Therefore, if *cpdA* is inactivated, cAMP levels are expected to increase in the bacterial cell. Quantification of cAMP levels was achieved using a cyclic nucleotide XP enzymatic immunoassay kit. The *cpdA*::Tn mutant strain was found to have a level of cAMP approximately 24-fold greater than in the 17978hm parent strain (0.5 nM and 12 nM, respectively) (p-value <0.001) (Fig. 7). This confirmed that *cpdA* is involved in cAMP homeostasis within the cell and that the disruption of this gene dramatically affects the accumulation of this secondary signalling molecule. Examination of cAMP levels in strains *cpdA*::Tn(0249) and *cpdA*::Tn(1266) showed that the phenotype could be specifically attributed to the inactivation of *cpdA* (Fig. 7).

**Fig. 7:**
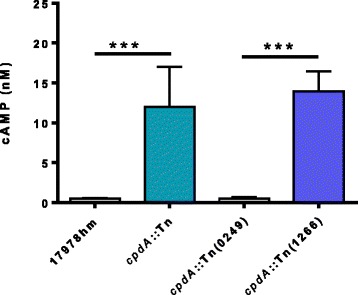
Determination of intracellular cAMP levels. Bacterial cells were grown to an OD_600_ of 0.7, disrupted and cAMP levels determined using the Cyclic Nucleotide XP Enzymatic Immunoassay kit. The amount of cAMP is given in nM representing a sample corresponding to 1 mg of total cellular protein. Bars indicate the standard deviation of three separate experiments. The *cpdA*::Tn transposon mutant has 12 mM of cAMP compared to the parent 17978hm strain which has 0.5 mM of cAMP within the cell. The *cpdA*::Tn(0249) mutant strain returned the cAMP levels to that of the 17978hm parent strain. The *cpdA*::Tn mutant strain harboring the empty vector pWH1266 had no effect on the cAMP levels. Asterisks indicate significant difference (p-value <0.001) as determined by one-way Anova

### Transcriptional profiling of the *cpdA*::Tn mutant strain under motility conditions

To assess the association between pellicle formation and motility qRT-PCR was undertaken on the *A. baumannii* 17978hm parent and the *cpdA*::Tn transposon mutant strain grown under previously identified motility conditions, i.e. on semi-solid LB agar [43]. Analysis of the operon A1S_0112-0118 (Fig. 3) was undertaken by quantifying the transcription of the A1S_0112 gene, which is the first gene in the operon. In the *cpdA*::Tn strain, the transcription level of A1S_0112 was 2.8-fold down-regulated compared to the 17978hm parent (Table 3). This indicated that CpdA via cAMP plays a role, either directly or indirectly, in regulation of the A1S_0112-0118 operon. This potential regulatory role of CpdA and cAMP on the A1S_0112-0118 operon could explain the altered motility phenotype seen in the *cpdA*::Tn mutant strain, possibly due to alteration in the production of a biosurfactant or through another unknown mechanism(s).

The A1S_0112-0118 operon described above has previously been shown to be activated by quorum-sensing signals in the form of homoserine lactone (*abaI*, A1S_0109) [47]. Furthermore, Saroj and Rather (2013) have shown that down-regulation of *abaI* leads to a reduction in motility in *A. nosocomialis* strain M2 [53, 54]. Therefore, to examine whether the insertional inactivation of *cpdA* in the *cpdA*::Tn mutant had a regulatory effect on the quorum sensing gene *abaI* when grown on motility media, we assessed the levels of transcription of *abaI* using qRT-PCR. The results revealed that, despite the altered motility phenotype of the derivative, *abaI* is expressed at a level comparable to the parent strain (~1.2-fold increase). This suggests that the A1S_0112-0118 operon is regulated independently by two different factors; quorum-sensing (AbaI) and cAMP. Levels of cAMP act as one of the major signalling molecules within the cell and have been show to regulate numerous genes in other bacterial species such as *P. aeruginosa* and *Escherichia coli*, possibly through activation of Vfr [33]. In *P. aeruginosa*, *vfr* is auto-regulated and upon inactivation of *cpdA*, *vfr* expression increases by 12-fold [33, 45]. We investigated this possibility in our *cpdA*::Tn mutant strain by examining the transcript of the putative *vfr* gene (A1S_1182). The qRT-PCR results showed a 1.7-fold decrease in *vfr* expression in the *cpdA*::Tn mutant strain compared to the 17978hm parental strain, that, by a student *t*-test, was determined to be statistically insignificant. Thus, although a 1.7-fold reduction in *vfr* transcription was observed it is not known whether cAMP and Vfr work in concert in *A. baumannii.*

### Whole transcriptome analysis of the CpdA mutant compared to the 17978hm *A. baumannii* parent strain

Alterations in the level of intracellular cAMP are known to affect a plethora of phenotypes, including alterations in metabolic processes, biofilm formation and cell surface hydrophobicity [52]. Therefore, RNA sequencing was used to investigate the transcriptome of the *cpdA*::Tn mutant grown in Mueller Hinton broth, in order to assess the impact high levels of cAMP have within the bacterial cell. 

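The transcriptome data comprise 1 library for the parent strain and 1 library for the *cpdA*::Tn mutant. Cells of each strain were harvested from Mueller Hinton broth at an OD_600_ of 0.6, and 3 RNA samples per strain were pooled before ribosomal RNA reduction and sequencing of single 50 bp reads on the HiSeq platform. Because the RNA was pooled, the difference between the strains has no replicate check, and no p-value across genes is given. The authors mapped the reads to the reference genome with bowtie and deposited, for each of 3447 genes, the number of reads counted on the gene and its RPKM, which is the number of reads per kilobase of gene per 1000000 reads. The counts summed to 7952454 reads in the parent and 5367463 reads in *cpdA*::Tn, with a median of 428 and 236 reads per gene, respectively. The smallest share that 3 reads can show, per 1000000 reads of the library, was 0.377 in the parent and 0.559 in *cpdA*::Tn. From these values, the log2 ratio of the RPKM in *cpdA*::Tn over that in the parent was calculated for every gene, without a pseudocount, since no gene had fewer than 1 read in either library. The 95% interval of each ratio was calculated from the reads of the gene in both libraries by the exact Clopper-Pearson method. These intervals and the smallest shares cover counting error only, since the reads carry no molecular identifiers, and they compare the libraries rather than the strains. The 16S rRNA row (A1S_r01) was among 5 rows that each held 9640 reads in the parent and 3415 reads in *cpdA*::Tn, so reads from repeated genes were counted at each copy. Choices that could change the values are the scaling of the libraries to their totals, the treatment of genes with few reads and the 2-fold threshold. The disrupted gene itself, *cpdA* (A1S_0249), had 336 reads in the parent and 157 reads in *cpdA*::Tn. Its log2 ratio was -0.53 (95% interval -0.81 to -0.25), a 1.44-fold decrease that did not reach 2-fold. It was -0.20 (95% interval -0.49 to 0.07) when the median log2 ratio of all genes was set to 0, and that interval includes no change. The gene is interrupted by the transposon in this mutant and not deleted, and the deposited values give 1 number for the whole gene.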

Transcriptome sequencing revealed that many genes were differentially expressed in the *cpdA*::Tn mutant compared to the parent. Of the approximately 3400 annotated genes in ATCC 17978, 184 genes were more than 2-fold up-regulated and 494 genes were more than 2-fold down-regulated (Fig. 8). 

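In the deposited RPKM values, 185 of the 3447 genes were more than 2-fold up-regulated in *cpdA*::Tn and 497 were more than 2-fold down-regulated, while 2765 genes stayed within 2-fold. The median log2 ratio over all genes was -0.33, so the typical gene was lower in *cpdA*::Tn after scaling to the library totals. The 2-fold threshold was also applied to the log2 ratios after their median was set to 0, and the numbers became 349 up-regulated and 203 down-regulated genes. Of the genes past 2-fold in the deposited values, 173 up-regulated and 459 down-regulated genes had a 95% interval of the ratio that excluded 1. Among the 278 genes with under 50 reads in both libraries together, 15 were up-regulated and 68 were down-regulated, and the interval excluded 1 for 3 and 30 of these, respectively. At a 4-fold threshold, the dashed lines of Fig. 8, 39 genes were up-regulated and 49 were down-regulated.

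**Figure D1:**
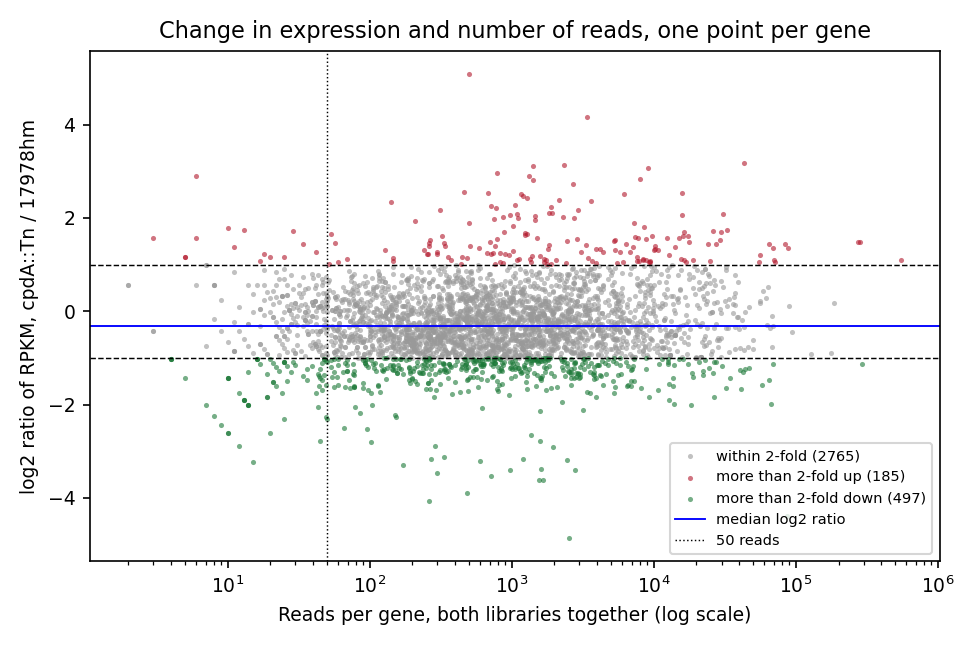
The log2 ratio of RPKM in *cpdA*::Tn over the parent (vertical axis) is plotted for each of the 3447 genes against its reads in both libraries together (horizontal axis, log scale). Red and green points are the 185 and 497 genes past 2-fold (dashed lines), the blue line is the median log2 ratio of -0.33 and the dotted line marks 50 reads, below which 278 genes lie.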

The most highly up-regulated gene is identified as an alcohol dehydrogenase (A1S_1274) which showed a 34-fold increase in expression, whereas the greatest down-regulated gene is a putative transcriptional regulator (A1S_1256) showing a 29-fold decrease of expression (Fig. 8).

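A1S_1274, the alcohol dehydrogenase gene, had 21 reads in the parent and 481 reads in *cpdA*::Tn. Its RPKM rose from 2.70 to 91.7, a 33.9-fold increase (95% interval 21.9 to 55.3), and this was the largest of all 3447 log2 ratios at 5.08. The width of the interval comes mostly from the 21 reads in the parent. A1S_1256, the putative transcriptional regulator gene, had 2457 reads in the parent and 57 reads in *cpdA*::Tn. Its RPKM went from 552 to 19.0, a 29.1-fold decrease (95% interval 22.4 to 38.5), and its log2 ratio of -4.86 was the lowest of all genes. Adding a pseudocount of 1 to the RPKM values, which shrinks ratios of genes with low values, left the log2 ratios at 4.65 for A1S_1274 and -4.79 for A1S_1256.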

**Fig. 8:**
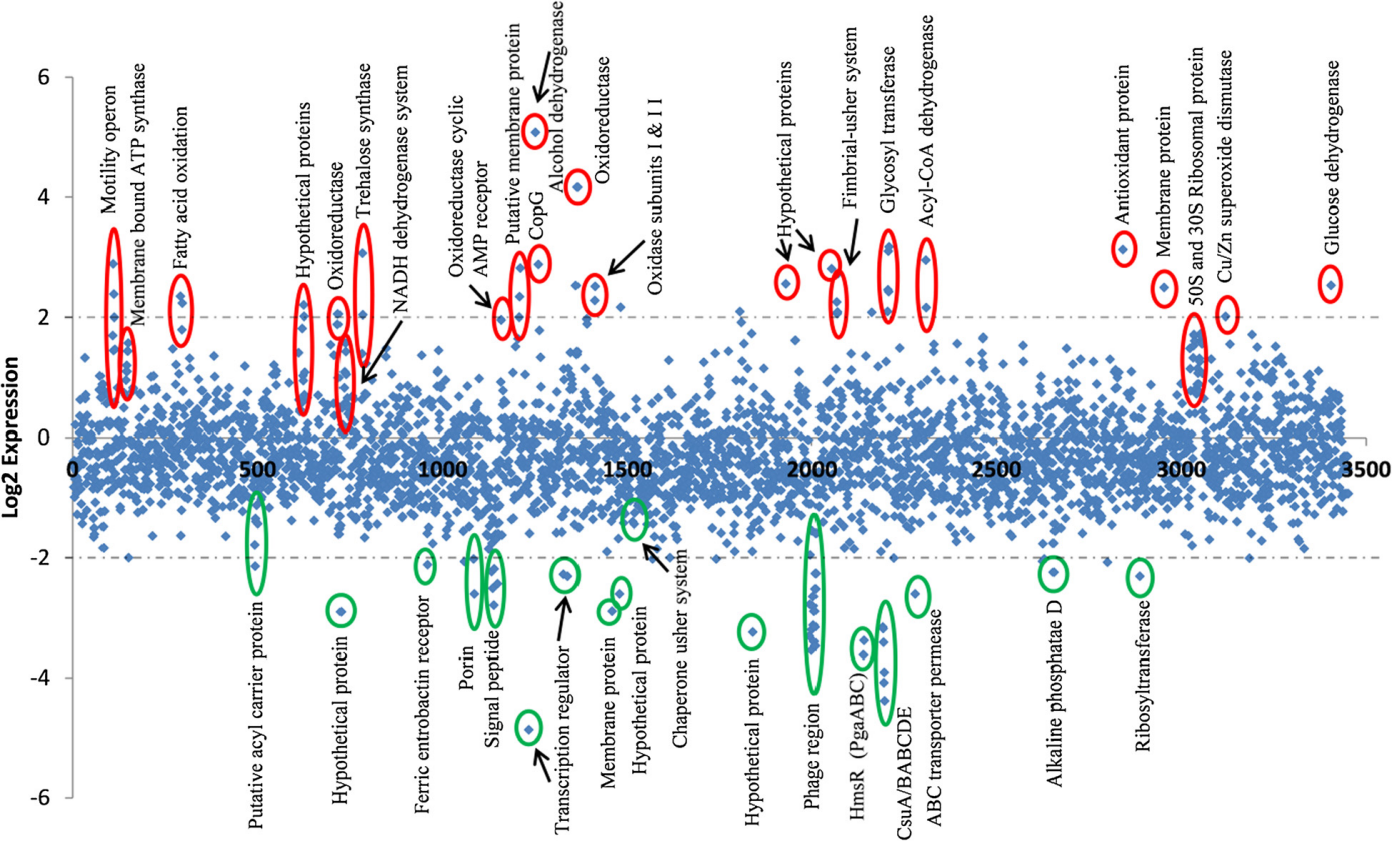
Differential expression of HiSeq RNA data of *cpdA*::Tn and 17978hm strains. Comparative whole transcriptome analysis was undertaken on the *cpdA*::Tn and 17978hm strains using the Illumina platform. Sequence reads were mapped to the reference ATCC 17978 genome and the differential gene expression calculated. Diamond markers indicate the differential expression levels of all predicted open reading frames of the ATCC 17978 genome and are sorted on the x axis according to the locus tag. Changes of 2-fold or more in gene expression were considered significant, up-regulated genes are identified in red and down-regulated genes in green. Dashed lines indicate 4-fold (log_2_ = 2) differences in expression. Genes of particular interest are circled, many of which are discussed in the body of the text

A number of the genes down-regulated in the *cpdA*::Tn mutant include genes encoding phage-related proteins (A1S_2021-2033), putative acyl carrier proteins, ferric enterobactin receptors, porins, signal peptides, membrane proteins and numerous hypothetical ORFs with no known function (Fig. 8). 

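All 13 genes from A1S_2021 to A1S_2033 were more than 2-fold down-regulated in *cpdA*::Tn. Their log2 ratios ranged from -3.54 to -1.55, with a median of -2.89, which is a 7.42-fold decrease. Together the 13 genes held 5016 reads in the parent and 442 reads in *cpdA*::Tn. The reads per gene were low, down to 49 in the parent and 9 in *cpdA*::Tn, but the 95% interval of the ratio excluded 1 for each of the 13 genes. The largest decrease was that of A1S_2021, from 673 to 39 reads, at 11.6-fold (95% interval 8.43 to 16.5). As a description of these libraries, none of 10000 random lists of 13 genes matched on mean expression had a median as low (percentile 0). A partial loss of this region from the mutant's genome was not tested, so it stays open as a reason for the fall in reads. The acyl carrier proteins, porins, signal peptides and membrane proteins of the same sentence are not given by locus tag, and the deposited files do not pair locus tags with products, so they are not analysed here.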

Variations in the expression of multiple potential transcriptional regulators were also observed; this may be due to the significant alterations that cAMP levels have on the general metabolism of the cell. 

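The 6 genes of the *csu* cluster, A1S_2213 to A1S_2218, were all down-regulated in *cpdA*::Tn, with log2 ratios from -4.38 to -3.16 and a median of -3.66. The smallest decrease was 8.92-fold (95% interval 7.14 to 11.3) for A1S_2213 and the largest was 20.8-fold (95% interval 20.0 to 21.6) for A1S_2218. A1S_2218 held 83912 of the 90654 reads of the cluster in the parent, and went to 2719 reads in *cpdA*::Tn. A1S_2216, with 250 and 10 reads, had the widest interval of the 6 genes, 9.02 to 35.6 around a 16.9-fold decrease. The 3 genes of the *hms* operon, A1S_2160 to A1S_2162, went from 4552 reads together in the parent to 265 reads in *cpdA*::Tn. Their decreases lay between 10.4-fold and 12.3-fold, a difference smaller than the width of their 95% intervals. In the chaperone usher system, A1S_1507 and A1S_1508 were down-regulated 2.28-fold (95% interval 1.97 to 2.64) and 2.31-fold (95% interval 2.01 to 2.67). A1S_1509 was down-regulated 1.82-fold (95% interval 1.57 to 2.11) and A1S_1510 was down-regulated 1.11-fold (95% interval 1.02 to 1.19), so 2 of the 4 genes passed 2-fold. The median log2 ratio of the 4 genes was -1.03, and it was -0.70 after the median log2 ratio of all genes was set to 0, where none of the 4 passed 2-fold and A1S_1510 was slightly higher in *cpdA*::Tn at 0.18. Among 10000 random lists matched on mean expression, the medians of the *csu*, *hms* and chaperone usher genes stood at percentiles 0, 0 and 1.32. Against runs of consecutive genes the percentiles were 0, 0.0876 and 5.46. The paper names these groups as down-regulated in these same libraries, so low percentiles follow in part from that choice.

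**Figure D2:**
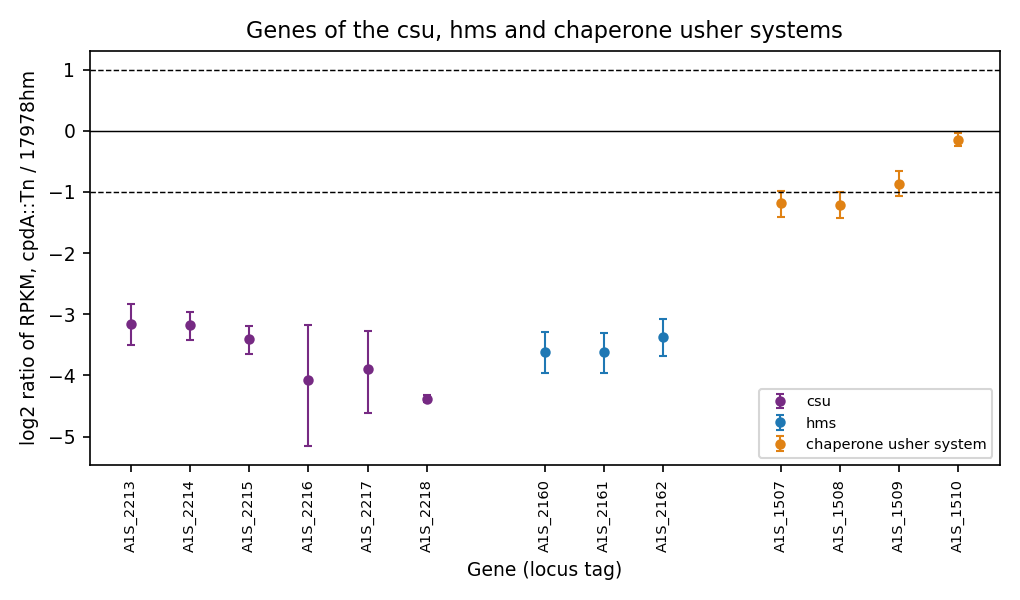
The log2 ratio of RPKM in *cpdA*::Tn over the parent (vertical axis) is plotted for each gene of the *csu*, *hms* and chaperone usher systems (horizontal axis), with bars for the 95% counting interval and dashed lines at 2-fold. The *csu* and *hms* genes lie between -4.38 and -3.16, and the chaperone usher genes lie between -1.21 and -0.14.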

Genes of particular interest in this study that are down-regulated include the CsuA/BABCDE system (A1S_2213-2218) (9 to 20-fold), the *hms* operon which consists of three genes designated A1S_2160 to A1S_2162) (10 to12-fold), and a chaperone usher system (A1S_1507-1510) (2-fold). Proteins encoded by the *csu* cluster and chaperone usher system have been identified in pellicle and biofilm formations [2, 20, 22, 23, 34, 55, 56]. Interestingly, a single polynucleotide polymorphism leading to truncation of the *csuB* gene potentially inactivating this operon has been identified within ATCC 17978 [2, 22, 56]. Within the *hms* operon two proteins (A1S_2160 and A1S_2161) share an average of 44 % identity with the PgaBC proteins (A1S_0938-0939), the third protein within Hms (A1S_2162) has been designated as a biofilm synthesis protein and shares no homology to the Pga proteins in *A. baumannii* ATCC 17978. The Pga system has previously been identified as being important in biofilm formation [57]. Interestingly, a recent paper by Nait Chabane *et al*. (2014) [23] found that CsuA/BABCDE, PgaABC proteins and the chaperone usher system described above, are over represented within *A. baumannii* strains displaying a pellicle phenotype. This suggests that the Hms and chaperone usher pilus proteins could be key components in the formation of the pellicle matrix.

Numerous genes which are up-regulated encode proteins involved in oxidative phosphorylation (Fig. 8). 

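A1S_1434, the gene of ubiquinol oxidase subunit I, had 239 reads in the parent and 926 reads in *cpdA*::Tn. Its RPKM rose from 24.2 to 139, a 5.74-fold increase (95% interval 4.97 to 6.65). A1S_1433, the gene of subunit II, had 247 and 812 reads and increased 4.87-fold (95% interval 4.22 to 5.64). The intervals of the genes overlap, and the difference between the increases was not tested.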

In particular, these include those encoding ubiquinol oxidase subunit I and II (A1S_1434 and A1S_1433) which are 5.7- fold and 4.9-fold up-regulated, respectively. Other genes involved in oxidative phosphorylation include the NADH dehydrogenase complex (A1S_0762-0764) and the ATP synthetase complex (A1S_0148-0156). 

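The 3 NADH dehydrogenase genes from A1S_0762 to A1S_0764 had log2 ratios of 0.49, 0.40 and 0.17 in *cpdA*::Tn over the parent. These are increases of 1.41-fold, 1.32-fold and 1.12-fold, each below 2-fold. With at least 9230 reads per gene in each library, the 95% intervals excluded 1, the lowest running from 1.10 to 1.15 for A1S_0764. Their median log2 ratio of 0.40 stood at percentile 84.5 of 10000 random lists of 3 genes matched on mean expression. With the median log2 ratio of all genes set to 0, the median of the 3 genes was 0.72 and A1S_0764 was at 0.50, still below 2-fold. After the log2 ratios were adjusted for gene length, an alternative chosen after the values were seen, the median was 0.17 and A1S_0764 was at -0.06. The 10 genes listed directly before A1S_0762 all rose, with a median log2 ratio of 0.94, and 5 of them passed 2-fold. Of the ATP synthetase genes from A1S_0148 to A1S_0156, 8 were analysed, since the deposited files list no row between A1S_0148 and A1S_0150. All 8 rose, with log2 ratios from 0.70 to 1.58 and a median of 1.15, which is a 2.22-fold increase. A1S_0148 at 1.62-fold and A1S_0150 at 1.94-fold stayed below 2-fold, and the other 6 genes passed it. A1S_0148 and A1S_0150 also passed 2-fold, at 1.03 and 1.28, when the median log2 ratio of all genes was set to 0. The log2 ratios were higher at the end of the gene order than at its start, from 0.70 (95% interval 0.66 to 0.74) for A1S_0148 to 1.58 (95% interval 1.53 to 1.63) for A1S_0156. The median of the 8 genes stood at percentile 99.9 of the random lists and at 98.9 of runs of 8 consecutive genes. From genes such as these, the paper reasons that many of the up-regulated genes are involved in the energy and the metabolic status of the cell.

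**Figure D3:**
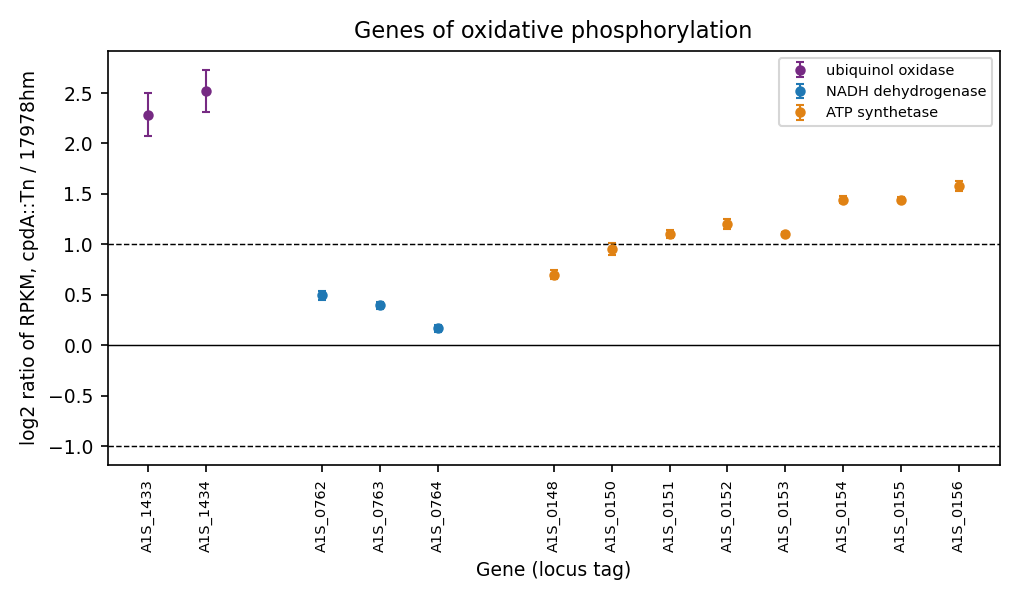
The log2 ratio of RPKM in *cpdA*::Tn over the parent (vertical axis) is plotted for the ubiquinol oxidase, NADH dehydrogenase and ATP synthetase genes (horizontal axis), with bars for the 95% counting interval and dashed lines at 2-fold. The 3 NADH dehydrogenase genes lie between 0.17 and 0.49 and the 8 ATP synthetase genes lie between 0.70 and 1.58.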

One of the most highly up-regulated genes (A1S_1387) is an oxidoreductase (18-fold); this class of enzymes is often involved in the FAD to FADH_2_ conversion, where FADH_2_ plays a major role in oxidative phosphorylation. Therefore, many of the up-regulated genes are involved in the energy, and by extension, the metabolic status of the cell which is not surprising given the central role cAMP plays in cell metabolism.

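The oxidoreductase gene A1S_1387 had 258 reads in the parent and 3131 reads in *cpdA*::Tn. Its RPKM rose from 40.6 to 729, an 18.0-fold increase (95% interval 15.8 to 20.5). This was the next largest increase after A1S_1274 among the genes with at least 50 reads in both libraries together, and the lower bound for A1S_1274, 21.9-fold, lies above the interval of A1S_1387.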

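The deposited files do not pair locus tags with products, so the genes of 50S and 30S ribosomal proteins were not analysed here as a list. At the place on the horizontal axis where Fig. 8 draws the ellipse with this label, the files hold the 27 genes from A1S_3055 to A1S_3081. This is the longest run of neighbouring genes in the files that all had a log2 ratio above 0, and the next longest held 14 genes. The log2 ratios of the 27 genes ranged from 0.40 to 1.73 with a median of 1.15, and 16 of the 27 genes were more than 2-fold up-regulated. The run was chosen after the values were seen, from its place in Fig. 8, so its median is given as a description only. It held 162184 reads in the parent and 257205 reads in *cpdA*::Tn, and the 95% interval of the ratio excluded 1 for each of the 27 genes.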

Other genes of interest which were significantly up-regulated are those involved in 50S and 30S ribosome assembly. The potential role of these up-regulated ribosomal proteins maybe in the assembly of 100S ribosomes, as these are required for cells to survive long term nutrient stress in situations where glucose is low and cAMP is high [58]. Other up-regulated genes including those involved in fatty acid oxidation, trehalose synthase, membrane proteins, dehydrogenase proteins and a number of proteins which are annotated as hypothetical ORFs.

A small operon consisting of 4 genes (A1S_2088-2091) was identified as having 4-fold increase in expression. 

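The 4 genes from A1S_2088 to A1S_2091 had 1202 reads together in the parent and 4299 reads in *cpdA*::Tn. A1S_2088 increased 4.78-fold (95% interval 4.02 to 5.72), A1S_2089 increased 4.18-fold (95% interval 3.62 to 4.84) and A1S_2090 increased 4.26-fold (95% interval 3.72 to 4.90), and these intervals overlap. A1S_2091 increased 6.65-fold (95% interval 6.03 to 7.35), above the intervals of the other genes. The median log2 ratio of the 4 genes was 2.17, a 4.52-fold increase. None of 10000 random lists of 4 genes matched on mean expression had a higher median (percentile 100). Against runs of 4 consecutive genes the percentile was 99.8. The paper names these genes as raised in these same libraries, so a high percentile follows in part from that choice.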

Proteins encoded by this region have recently been found in extracted pellicle material [23]. Since, *cpdA::*Tn is not capable of pellicle production it would seem unlikely that the A1S_2088-2091 operon is involved in this phenotype, however, *cpdA::*Tn does show an increase in biofilm formation compared to the parent strain and as such this operon may contribute to liquid/surface biofilm production.

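All 7 genes of the motility operon, A1S_0112 to A1S_0118, were higher in *cpdA*::Tn than in the parent, and 6 of them passed 2-fold. The operon held 2146 reads in the parent and 6019 reads in *cpdA*::Tn. The smallest increase was 1.50-fold (95% interval 1.24 to 1.81) for A1S_0117 and the largest was 7.46-fold (95% interval 6.45 to 8.66) for A1S_0113. The genes disrupted in the other mutants of the study, A1S_0112 and A1S_0115, increased 3.26-fold (95% interval 2.82 to 3.77) and 5.25-fold (95% interval 4.74 to 5.83). The intervals of several genes do not overlap, so the genes of the operon differed in their increase by more than the counting error. The mean of the 7 fold changes was 3.86 and their median was 3.26, at percentile 100 of 10000 random lists of 7 genes matched on mean expression. Against runs of 7 consecutive genes the percentile of the median was 99.7. The genes listed directly before and after the operon were lower in *cpdA*::Tn, with log2 ratios of -0.85 (95% interval -1.32 to -0.40) and -0.60 (95% interval -1.11 to -0.10). With the median log2 ratio of all genes set to 0, the median of the operon was 2.03 in place of 1.70. From these values in broth and the RT-PCR data from motility agar, the paper proposes that cAMP alone regulates the operon in liquid culture, while quorum sensing may also act on motility agar.

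**Figure D4:**
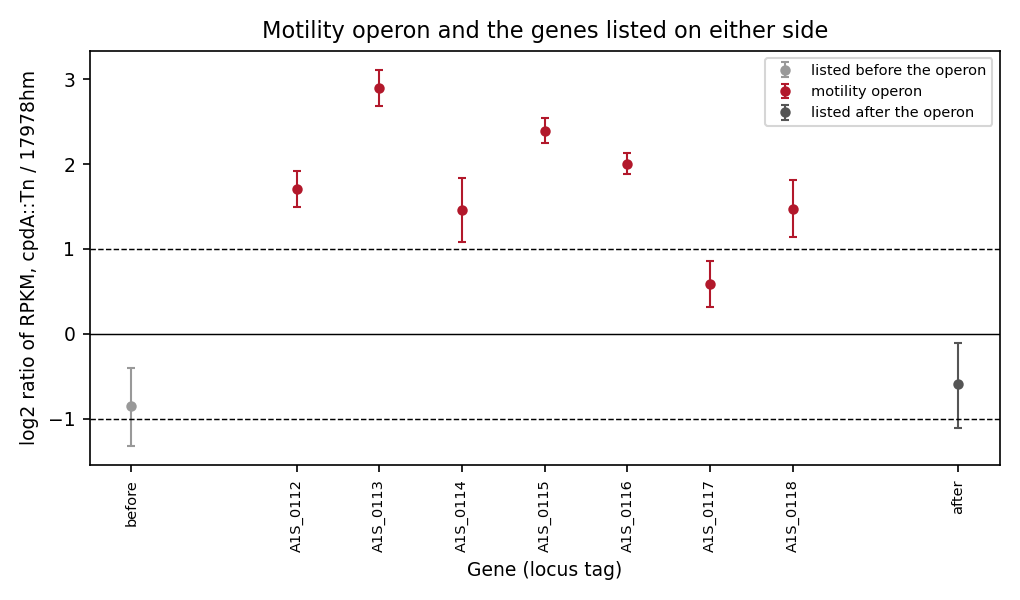
The log2 ratio of RPKM in *cpdA*::Tn over the parent (vertical axis) is plotted for the 7 genes of the motility operon and the gene listed on either side (horizontal axis), with bars for the 95% counting interval and dashed lines at 2-fold. The operon genes all lie above 0, A1S_0117 lowest at 0.59, and the genes before and after the operon lie at -0.85 and -0.60.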

The previously described motility operon A1S_0112-0118 [47] is up-regulated approximately 3.8-fold in the *cpdA*::Tn mutant transcriptome, which is in contrast to RT-PCR data (Table 3). These RT-PCR studies were conducted on motility agar to look at the influence of motility on the change in transcription of this operon. On motility agar both cAMP and quorum sensing may play a role in the control of this operon, however in liquid culture grown to mid-log phase used for the RNA-sequence analysis, cAMP appears to be solely responsible for the regulation of A1S_0112-0118.

## Conclusions

This report has shown that pellicle formation is a phenotypic trait seen in a limited number of *A. baumannii* strains. For the first time, the secondary signalling molecule cAMP has been shown to play a critical role in pellicle formation as well as motility in *A. baumannii.* Additionally, this study has shown that insertions in CpdA, A1S_0112 and A1S_0115 completely abolish pellicle formation. Furthermore, transcriptional analyses identified that cAMP effects the expression of the A1S_0112-0118 operon essential for motility, thereby altering the migration pattern seen in the *cpdA*::Tn mutant strain grown on semi-sold agar; insertions in the above operon in A1S_0112 and A1S_0115 resulted in a non-motile phenotype. We thus speculate, that pellicle and motility phenotypes of *A. baumannii* are linked via the expression of cAMP and the A1S_0112-0118 operon. Increased cell surface hydrophobicity was identified as an indicator of pellicle formation ability in the clinical strains tested herein. Whole transciptome analysis has identified an abundance of ORFs affected by the increase in cAMP within the *cpdA*::Tn mutant. A number of these correlate with genes previously known to be involved in pellicle formation including the *hms* locus and a chaperone usher system as well as the A1S_0112-0118 region identified in this study. Considering the importance of pellicle formation in the persistence and transmission of numerous bacterial species, this study has contributed to our understanding of the regulatory mechanisms behind these significant virulence traits in *A. baumannii*.

## Methods

### Bacterial strains

The 54 clinical *A. baumannii* bacterial strains used in this study and the hyper-motile derivative of *A. baumannii* ATCC 17978 designated 17978hm have been described previously [34, 59]. All *A. baumannii* strains were cultured on LB media containing 1 % agar overnight at 37 °C, and single colonies transferred to LB broth for subsequent use in assays, unless otherwise stated. For maintenance, conjugation, cloning and replicating plasmids *E. coli* DH5α, SM10 or JM109 cells were used [60–62].

### Assessment of pellicle formation

The pellicle formation assay was adapted from previously described protocol [35]. In brief, overnight bacterial cultures were diluted 1:100 in 5 mL of LB broth and grown stagnant in polypropylene or glass tubes for 72 h at 25 °C without shaking in the dark [63, 64]. Quantitative measurement of the pellicle material was assessed by the addition of 1 mL of ethanol into the tube underneath the pellicle material. The floating pellicle was then removed and resuspended in phosphate buffered saline (PBS) and the OD_600_ measured using a spectrophotometer (Beckman DU 640). Quantitative data were collected from at least three experiments on three different days.

### Motility assays

Motility was assessed by migration on semi-solid surfaces using media containing 0.25 % agar as described previously [34]. Briefly, an overnight colony was collected using a sterile loop and used to inoculate the centre of LB medium containing 0.25 % agar. The plate was then incubated overnight at 37 °C. Strains were considered motile if any movement of growth from the original inoculation site was observed.

### Eukaryotic cell adherence assays

*A. baumannii* cell adherence to A549 (human type 2 pneumocytes) was investigated as previously described [34]. In brief, cell lines were grown in Dulbecco’s Modified Eagle medium (Invitrogen, Australia) supplemented with 10 % foetal bovine serum (Bovogen, Australia). Washed A549 monolayers in 24-well tissue culture plates were infected with bacterial inoculums containing ~1x10^7^ colony forming units. After incubation at 37 °C for 4 h the culture medium was removed and the monolayers washed with PBS. The cell monolayers were detached from the plate using a treatment of 100 μL of 0.25 % trypsin in PBS. Eukaryotic cells were subsequently lysed by the addition of 400 μL 0.025 % Triton X-100 and serial 10-fold dilutions were spread plated on LB agar to determine the number of colony forming units of adherent bacteria per well. The collated data for the adherence assay were obtained from at least three independent experiments and represent the data points from each experiment in quadruplicate wells.

### Cell surface hydrophobicity tests

Cell surface hydrophobicity was examined as described previously [65]. In brief, overnight cultures were diluted in LB broth and incubated at 37 °C for 2 h. Potassium urea magnesium buffer was used to wash the cells twice, before incubation at 30 °C for 20 min. The cell suspension was adjusted to OD_600_ ~ 0.25 in the same buffer in glass vials before the addition of xylene (3 mL). The sample was vortexed for 20 sec and the aqueous phase transferred to a 1.5 mL tube. The OD_600_ of the cell suspension was determined before (OD_initial_) and after (OD_final_) the addition of xylene. The hydrophobicity index, expressed as a percentage, is calculated as (OD_inital_ − OD_final_/OD_initial_)*100. Quantitative data were collected from at least three experiments from three different days.

### Transposon mutagenesis

Transposon mutagenesis was undertaken using a modified mini Tn*10* transposon (mini::Tn*10*:*gfp*:*kan*) carried on the plasmid pLof [66]. The pLof mini::Tn*10*:*gfp*:*kan* plasmid was transformed into the donor *E. coli* SM10 strain and mated with the *A. baumannii* 17978hm recipient at a 1:10 ratio for 4 h at 37 °C on LB agar exconjugates were resuspended in 5 mL of LB broth and plated onto selective media containing 50 μg/mL kanamycin and 25 μg/mL chloramphenicol to select for transposition events and counter-select against the *E. coli* SM10 donor strain. Approximately, 4000 exconjugates were individually picked using sterile toothpicks to inoculate 200 μL of LB broth in 96 well microtitre plates. The cells were grown at 25 °C in the dark for 72 h and assessed visually for pellicle loss.

### Identification of mini::Tn*10*:*gfp*:*kan* insertion in the chromosome

Chromosomal DNA isolated from *A. baumannii* 17978hm containing the mini::Tn*10*:*gfp*:*kan* was digested with restriction endonucleases *Xba*I and *Sac*II for 4 h at 37 °C. Digested products were cloned into pBluescript SK II (Agilent technologies, CA, USA) and clones were confirmed by sequencing (Australian Genome Research Facility, Adelaide, South Australia). The insertion site of the transposons in the chromosome was determined by Sanger sequencing using an oligonucleotide designed to read out of the end of the transposon (see Additional file 2).

### Complementation of transposon insertions

For genetic complementation of the non-pellicle forming *A. baumannii* mutants, the genes corresponding to A1S_0112, A1S_0115 and *cpdA* were PCR amplified, cloned into the shuttle vector pWH1266, transformed into DH5α *E. coli* cells and sequenced. Plasmids were extracted and subsequently transformed via electroporation using a MicroPulser (Bio-Rad, CA, USA) at 2.5 kV, 200 ohms and 25 microfarads into their respective *A. baumannii* transposon insertion strains [46]. PCR was achieved with VELOCITY™ DNA polymerase (Bioline, Vic, Australia) and the oligonucleotides (Additional file 2) using the following PCR protocols. For amplification of *cpdA*, cycling conditions were 2 min at 94 °C, 30 cycles of 45 sec at 94 °C, 45 sec at 55 °C, and 90 sec at 72 °C, followed by a final extension of 4 min at 72 °C. Amplification of A1S_0112 used the same conditions with the exception of the annealing temperature which was increased to 60 °C. For amplification of A1S_0115, the cycling conditions were 2 min at 94 °C, 30 cycles of 90 sec at 94 °C, 90 sec at 60 °C, 4 min at 72 °C and a final extension of 6 min at 72 °C.

### Measurement of intracellular cAMP levels

Assessment of cAMP levels within *A. baumannii* strains *cpdA*::Tn, *cpdA*::Tn(0249), *cpdA*::Tn(1266) and 17978hm was performed with cells were grown to an OD_600_ of 0.7. Cells were pelleted by centrifugation at 4500 *g* for 15 min, resuspended in PBS and disrupted at 30,000 lb per square inch using the One Shot Head from the TS series bench top disruptor (Constant Systems, United Kingdom). The resulting cellular material in the cell lysis solution was clarified by centrifugation at 4500 *g* for 30 min and the supernatant removed and stored at −80 °C until required. The concentration of cAMP was measured using the Cyclic Nucleotide XP Enzymatic Immunoassay kit (Cell Signalling Technology, MA, USA) according to the manufacturer’s instructions. In brief, 50 μL of horseradish peroxidase-linked cAMP solution and 50 μL of sample were added to the supplied 96-well tray, which was then covered and incubated at room temperature for 3 h on a horizontal orbital plate shaker. The contents of the plate were discarded and the plate was washed 4 times with 200 μL/well of wash buffer. Next, 100 μL of 3,3′,5,5′-tetramethylbenzidinesubstrate solution was added and incubated for 30 min at room temperature, after which 100 μL of stop solution was added and the absorbance measured at 450 nm. Using the inverse for the standards derived from a standard curve and adjusted for the amount of total protein added, the amount of cAMP was calculated. Total protein concentrations were quantified using the Lowry protein assay (Bio-Rad, CA, USA) following the manufacturer’s instructions.

### Isolation of total cellular RNA

To measure transcriptional levels for either RT-PCR or in Hiseq RNA transcriptome analysis conducted by SA Pathology (Central Adelaide local Health Network via an Illumina platform), cells were isolated and RNA extracted as below. Bacterial cells were harvested from either semi-solid media (0.25 % LB agar) for RT-PCR using pre-chilled PBS or harvested from Mueller Hinton broth at OD_600_ of 0.6 for Hiseq. Bacterial cells were pelleted by centrifugation at 4500 *g* for 15 min and lysed in 1 mL TRIzol reagent (Life Technologies, Australia) and 200 μL of chloroform. Following phase separation, the aqueous layer was collected and RNA isolated using the Isolate RNA Mini Kit (Bioline, NSW, Australia) following the manufacturer’s recommendations. Samples for RT-PCR were subsequently treated with DNaseI (Promega, WI, USA) for 30 min at 37 °C and 1 μL of stop solution was added before a final incubation for 10 min at 65 °C. Triplicate samples were pooled and sent to SA Pathology for Ribosomal RNA reduction using Epicentre Ribo-Zero kit and RNA library bar-coding was undertaken on RNA for HiSeq. Samples were run on the Illumina HiSeq platform (1X50 base pair single reads). These data are accessible through GEO Series accession number GSE64935 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE64935).

### Bioinformatic analysis

The quality of the cDNA reads obtained from the HiSeq was checked using ‘Fastqc’ (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were subsequently mapped to the reference genome using ‘bowtie’ aligner (http://bowtie-bio.sourceforge.net/index.shtml). For the reads obtained, approximately 95 % were mapped to the ATCC 17978 genome of which 78 % mapped to the coding regions. In order to determine changes in gene expression the number of reads obtained for each ORF was normalised using reads per kilobase of transcript per million reads mapped.

### Quantitative reverse transcription PCR

M-MLV reverse-transcriptase (Promega) and random hexamers (GeneWorks, SA, Australia) were used to synthesise complementary deoxyribonucleic acid (cDNA) following the manufacturer’s recommendations. qRT-PCR was performed on three biological replicates using DyNAmo SYBR green qRT-PCR kits (ThermoScientific, Vic, Australia) in conjunction with a Rotor-Gene RG-3000 (Corbett Life Science, Australia). A typical qRT-PCR run was as follows: 1 min at 95 °C, 40 cycles of 10 sec at 95 °C, 15 sec at 55 °C and 20 sec at 72 °C [67]. Transcriptional differences were calculated using the ΔΔC_T_ method [68]. The 16S rRNA (A1S_r01) and *gapDH* (A1S_2501) transcription levels were used as a reference.

## Additional files

Additional file 1:
**Position of the Tn** ***10:kan:gfp*** **insertion within the** ***A. baumannii*** **17978hm non-pellicle forming mutants.**
Additional file 2:
**Oligonucleotides used for cloning, sequencing and qRT-PCR.**
Additional file 3:
**Growth curve of the transposon insertion mutants.** *A. baumannii* insertion mutants were subcultured 1:100 dilution into fresh Luria-Bertani broth; 200 μL samples were taken every hour and the OD_600_ determined spectroscopically.

# Supplementary material for: Identification of genes essential for pellicle formation in Acinetobacter baumannii
**Source:** BMC Microbiol. 2015 Jun 6;15:116. doi: 10.1186/s12866-015-0440-6
**Supplement:** Additional file 1: — Position of the Tn 10:kan:gfp insertion within the A. baumannii 17978hm non-pellicle forming mutants.

## Additional file 1

**Position of the *Tn10:kan:gfp* insertion within the *A. baumannii* 17978hm non-pellicle forming mutants**

| <b>Mutant</b> | <b>Position within the chromosome<sup>a</sup></b> | <b>Open reading frame</b> | <b>Description given by KEGG<sup>b</sup></b>          |
|---------------|---------------------------------------------------|---------------------------|-------------------------------------------------------|
| 1             | 275449                                            | A1S_0249                  | Cyclic 3'5'-adenosine monophosphate phosphodiesterase |
| 2             | 137827                                            | A1S_0115                  | Amino acid adenylation                                |
| 3             | 137821                                            | A1S_0115                  | Amino acid adenylation                                |
| 4             | 137827                                            | A1S_0115                  | Amino acid adenylation                                |
| 5             | 134323                                            | A1S_0112                  | Acyl-CoA synthetise/AMP-acid ligases II               |
| 6             | 137819                                            | A1S_0115                  | Amino acid adenylation                                |
| 7             | 137827                                            | A1S_0115                  | Amino acid adenylation                                |
| 8             | 137827                                            | A1S_0115                  | Amino acid adenylation                                |
| 9             | 139814                                            | A1S_0115                  | Amino acid adenylation                                |

<sup>a</sup> Positions are relative to *A. baumannii* ATCC 17978 GenBank (CP000521)

<sup>b</sup> KEGG: Kyoto Encyclopedia of genes and genomes; [www.genome.jp/kegg](http://www.genome.jp/kegg)

# Supplementary material for: Identification of genes essential for pellicle formation in Acinetobacter baumannii
**Source:** BMC Microbiol. 2015 Jun 6;15:116. doi: 10.1186/s12866-015-0440-6
**Supplement:** Additional file 2: — Oligonucleotides used for cloning, sequencing and qRT-PCR.

## Additional file 2

### Oligonucleotides used for cloning, sequencing and qRT-PCR

| Name /Target                 | Forward 5'–3'                                    | Reverse 5'–3'                                   |
|------------------------------|--------------------------------------------------|-------------------------------------------------|
| <b>A1S_0112comp</b>          | <sup>a</sup> GAGAGaattcGCAACTTTGGAA<br>TCCCGCGCA | <sup>a</sup> GAGAggatccTTGCTCCAGACGA<br>GCAGCAG |
| <b>A1S_0115comp</b>          | <sup>a</sup> GAGAGaattcTTCTGAGTTGCA<br>GCAGGGAG  | <sup>a</sup> GAGAggatccAACCTGCATCATTG<br>GCTGGG |
| <b>A1S_0249</b>              | <sup>a</sup> GAGAggatccCTGTTCGATGA<br>AAATCACCC  | <sup>a</sup> GAGAggatccCTTTAGGGCTAATA<br>ACCTG  |
| <b>Tn10- F2</b>              | CGGCCGCACGCGTATTCAGG                             |                                                 |
| <b>A1S_r01<br/>(16SrRNA)</b> | CAGCTCGTGTCTGTGAGATGT                            | CGTAAGGGCCATGATGACTT                            |
| <b>A1S_2501<br/>(GapDH)</b>  | CAACACTGGTAAATGGCGTG                             | ACAACGTTTTTCATTTTCGCC                           |
| <b>A1S_0109</b>              | TCTGGTGAGCAGGGATAGG                              | TGTCGTGGCTCAAGACAGAG                            |
| <b>A1S_0112</b>              | ACGCCAGTCTGGTGGTATTC                             | AGGTTCGAACAGCAATACGG                            |
| <b>A1S_0115</b>              | GCGGTCAAATCATTATGTG                              | GCTCTGCTGCTTATCGGCAT                            |
| <b>A1S_0118</b>              | GGACTCTCTATTATCGGACG                             | CAGATAAATCGCTCAAGCTGC                           |

<sup>a</sup>Nucleotides indicated by the lowercase letters indicate the restriction sites used for cloning

# Supplementary material for: Identification of genes essential for pellicle formation in Acinetobacter baumannii
**Source:** BMC Microbiol. 2015 Jun 6;15:116. doi: 10.1186/s12866-015-0440-6
**Supplement:** Additional file 3: — Growth curve of the transposon insertion mutants. A. baumannii insertion mutants were subcultured 1:100 dilution into fresh Luria-Bertani broth; 200 μL samples were taken every hour and the OD600 determined spectroscopically.

### Additional file 3

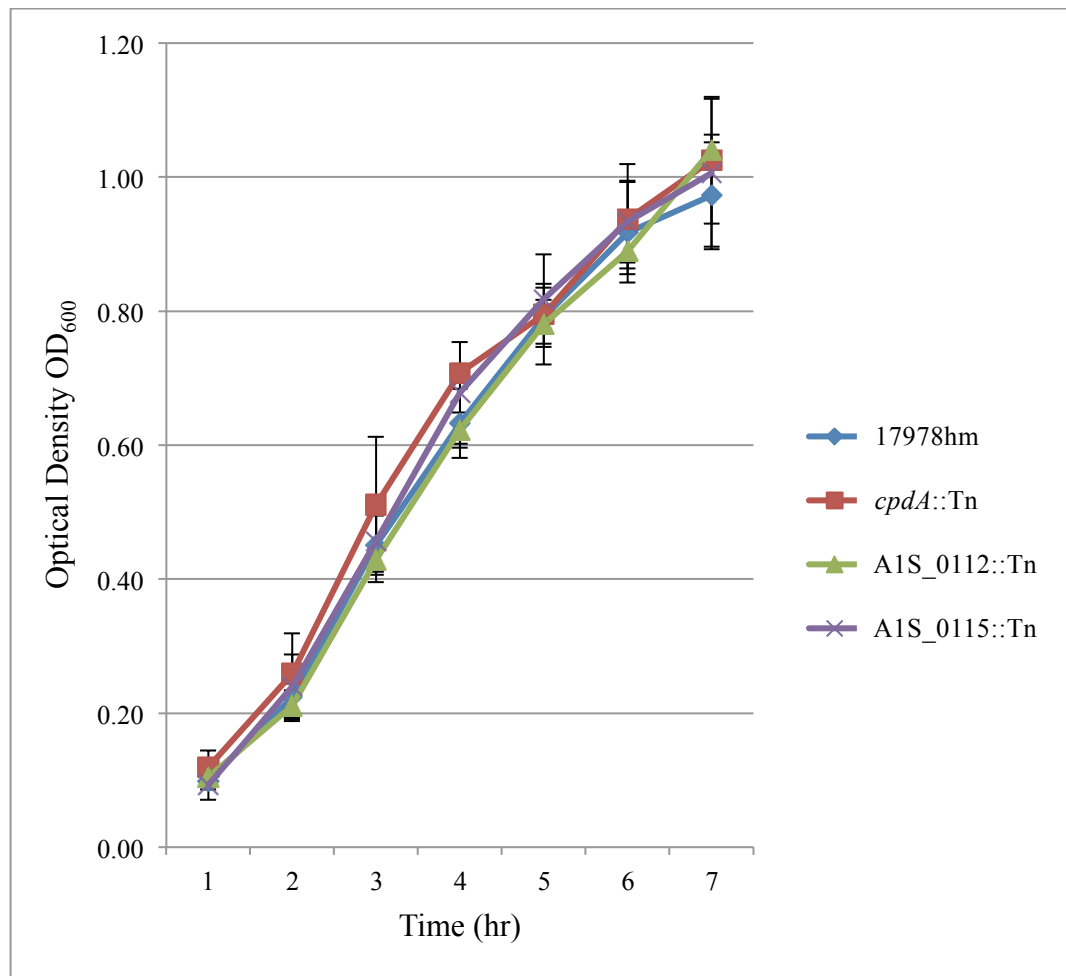

**Growth curve of the Tn10 insertion mutants.** *A. baumannii* 17978hm transposon insertion mutants were subcultured 1:100 dilution into fresh Luria-Bertani broth; 200  $\mu$ l samples were taken every hour and the OD<sub>600</sub> determined spectroscopically.

How the deposited data were processed for this re-analysis (not part of the article)

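RNA from the hyper-motile *A. baumannii* parent strain and its *cpdA*::Tn mutant, grown in Mueller Hinton broth to an OD_600_ of 0.6, was sequenced as 1 library per strain. The authors pooled 3 RNA samples per strain, reduced ribosomal RNA with the Ribo-Zero kit, sequenced single 50 bp reads on the HiSeq platform, checked the reads with FastQC and mapped them with bowtie to the reference genome. The authors deposited a count of reads for each gene, without normalization. The authors also deposited the RPKM of each gene, which they made by dividing its reads by its length and by the total reads of the library. The versions of the tools and the treatment of reads that map to several places are not named in the text. The strains were taken from the sample labels and the methods.

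The files list 3447 genes, of which 15 are rRNA rows. The counts sum to 7952454 reads for the parent and 5367463 reads for *cpdA*::Tn. The gene lengths used were those that the parent RPKM values imply if they were scaled to the sum of the parent counts. With these lengths, the RPKM values give back totals of 7952463 and 5367465 reads. The parent total returns by construction, so it cannot check the scaling. The *cpdA*::Tn total shows only that both libraries were scaled in the same proportion to their counts. The log2 ratios from RPKM and from counts scaled to the library totals do not differ. Reads in the 10 genes with the most reads made up 14.8% of the parent library and 20.1% of the *cpdA*::Tn library. In the numbering of locus tags, 28 tags are not listed and are not analysed here.

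The main value of each gene was the log2 ratio of RPKM in *cpdA*::Tn over the parent without a pseudocount, and the threshold was the 2-fold change of the paper. No test across genes was made, because each strain has 1 library. The 95% interval of each ratio was calculated from the 2 counts of a gene, given their sum, by the exact Clopper-Pearson method, and covers counting error only. A share of 3 reads, the smallest taken as visible, is 0.377 per 1000000 reads in the parent and 0.559 per 1000000 reads in *cpdA*::Tn. A group of genes was summarised by its median log2 ratio. The percentile of that median among 10000 random lists of the same size, matched in 20 classes of mean expression, describes these libraries and is not a test of the strains. Except for the motility operon, which came from the mutant screen, the paper names the groups as changed in these same libraries. An extreme percentile therefore follows in part from that choice. The random lists also draw each gene on its own, while neighbouring genes changed together. Python 3.11, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

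The calculations were tested on simulated data. Counts were drawn for the real genes with 200 genes changed 4-fold, in 5 draws. Among genes with at least 50 reads in both libraries together, 99.9% of the changed genes were called in the right direction at 2-fold and 0.08% of the unchanged genes were called. Among genes with fewer reads, 12.6% of the unchanged genes were called. The intervals covered the true ratio for 95.8% of the genes. The draws held counting error only, with as many genes raised as lowered. They had no shift common to all genes, no trend with gene length and no variation between cultures. These values therefore check the calculations and are not error rates for the real libraries.

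The genes named are those the text on RNA sequencing gives by locus tag, *abaI* (A1S_0109), *vfr* (A1S_1182), *gapDH* (A1S_2501), A1S_0938, A1S_0939 and the 5 largest rises and 5 largest falls among genes with at least 50 reads in both libraries together. That rule was set before the data were examined. The 5 largest falls and the 2 largest rises are genes the paper names. The other 3 of the largest rises are not printed by locus tag, because the files do not pair locus tags with products.

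The alternatives set before the data were examined were the log2 ratios centred on their median, a trimmed mean of the log2 ratios set to 0 (30% trimmed from each end of the log2 ratios and 5% from each end of the mean values), a pseudocount of 1 or of 0.1 on RPKM, a minimum of 50 reads in both libraries together, a 4-fold threshold, a 2-fold change whose 95% interval excludes 1, the mean in place of the median of a group, and runs of consecutive locus tags in place of random lists. For the last of these, all runs of the same number of genes were used. Alternatives added after the data were examined were the rows with a coding length only, log2 ratios adjusted for gene length in 20 length classes, library totals without the 10 most counted genes of each library, and NADH dehydrogenase genes with the 10 genes listed before them. The ribosomal protein genes were not analysed as a list, because no table pairs locus tags with products, and the genes at the place of their label in Fig. 8 were described in its stead.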

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

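The tests below were chosen after the values had been seen. Each result lies outside the genes that the paper discusses for RNA sequencing. None has a replicate check, since each strain has 1 library.

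The phage-related genes that the paper lists begin at A1S_2021, but 3 genes listed shortly before them, A1S_2016 to A1S_2018, also fell in *cpdA*::Tn, with a median log2 ratio of -2.78. The 3 genes were picked because they fell. The fall was not even up to A1S_2021, since the 2 genes listed between had log2 ratios of -0.60 (95% interval -0.81 to -0.39) and -1.10 (95% interval -1.35 to -0.86). The 3 genes held 3505 reads in the parent and 486 reads in *cpdA*::Tn. Scaling does not account for the fall, since the median was -2.45 after the median of all genes was set to 0. Counting noise does not account for it, since the highest upper bound of the 95% intervals was -1.78 on the log2 scale. Gene length does not account for it, since the length-adjusted median was -2.98. Reads counted at an identical copy do not account for it, since 0 of the 3 genes shared its read numbers with another row. A partial loss of this region from the mutant's genome, or reads shared with a similar but not identical copy, was not tested, so the fall is not called biological here.

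The gene listed directly after A1S_0156, the last of the ATP synthetase genes, fell from 11956 to 2023 reads, a log2 ratio of -1.996, while A1S_0156 itself rose by 1.58. The log2 ratio was -1.67 after centring on the median of all genes and -1.98 after adjustment for gene length, and the upper bound of its 95% interval was -1.93. Its read numbers matched those of 0 other rows. These tests leave scaling, counting noise, gene length and an identical copy as explanations that do not account for the fall. The files hold no product for this gene and no second library, and no biological explanation was tested.

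*gapDH* (A1S_2501) is a reference gene of the paper's qRT-PCR, which was done on cells from motility agar. In the broth libraries it fell from 52742 to 16272 reads, a log2 ratio of -1.13. The upper bound of the 95% interval was -1.10, so counting noise does not account for it, and the length-adjusted value was -1.36. Its read numbers matched those of 0 other rows. After centring on the median of all genes the log2 ratio was -0.80 (95% interval -0.83 to -0.78), so the fall remained and only its place past 2-fold depended on the scaling of the libraries. No biological explanation was tested. The 16S rRNA row (A1S_r01), the other reference, held 9640 and 3415 reads, but rRNA was reduced before sequencing and its ratio is not interpreted.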

How the results depend on the processing

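The numbers of genes past 2-fold depended on how the libraries were scaled. With the median log2 ratio set to 0, 349 genes were up-regulated and 203 were down-regulated, and with the trimmed mean set to 0 the numbers were 344 and 207, in place of 185 and 497. Thus the excess of down-regulated genes turned into an excess of up-regulated genes under both. At a 4-fold threshold 39 genes were up-regulated and 49 were down-regulated. Under the other alternatives, both numbers stayed within 1.5 times the main number.

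The chaperone usher system was the other result that crossed the threshold. Its median log2 ratio of -1.03 became -0.70 with the median of all genes set to 0, -0.71 with the trimmed mean set to 0, and -0.85 as the mean of the 4 genes. It became -0.98 after adjustment for gene length and -0.93 with totals that left out the 10 most counted genes, both of which were chosen after the data were examined. Against runs of consecutive locus tags its percentile was 5.46 in place of 1.32. The changes with scaling and with gene length follow from the constant added to every gene or to every gene of a length class, and the mean lies above the median because A1S_1510 was at -0.14.

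The values that changed sign belong to genes near 0. A1S_1510 was at 0.18 after centring, at 0.17 with the trimmed mean and at 0.0054 after adjustment for gene length. A1S_0939 was at 0.26 after centring, at 0.26 with the trimmed mean and at 0.0327 without the 10 most counted genes. A1S_0764 was at -0.0601 after adjustment for gene length. The changes with scaling follow from the constant that each scaling adds to every log2 ratio, which was 0.33 for centring, 0.32 for the trimmed mean and 0.09 without the 10 most counted genes. The changes after adjustment for gene length follow in the same way from the constant added to every gene of a length class.

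The log2 ratios of *cpdA*, A1S_1274, A1S_1256, A1S_1387, A1S_1433 and A1S_1434, and the medians of the phage, *csu*, *hms*, NADH dehydrogenase, ATP synthetase, A1S_2088 to A1S_2091 and motility operon genes kept their direction and their side of 2-fold under all alternatives run for them. Among single genes of the groups and the other named genes, 7 values became weaker than 2-fold and 6 became stronger. The alternative with all annotated NADH dehydrogenase I subunits and the ribosomal protein list were not run, because no table pairs locus tags with products. *abaI* (A1S_0109) has no value under the minimum of 50 reads. Depth limits the genes with few reads: among genes with under 50 reads together, the 95% interval excluded 1 for 3 of the 15 up-regulated and 30 of the 68 down-regulated genes.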

Differences from the paper's values

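No value that the paper states for these libraries differed from the main values by more than 1.5 times. The largest gap was that of the motility operon, where the median fold change was 3.26 against the paper's 3.8, and the mean of the 7 fold changes was 3.86. The numbers of genes past 2-fold were 185 and 497 against the paper's 184 and 494. With a pseudocount of 0.1 on RPKM the numbers were 184 and 484, so that setting reaches the paper's number of up-regulated genes and not its number of down-regulated genes.

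The paper lists the NADH dehydrogenase genes A1S_0762 to A1S_0764 among the up-regulated genes. Their log2 ratios here were 0.49, 0.40 and 0.17, below the 2-fold change that the legend of Fig. 8 takes as significant. With the median log2 ratio of all genes set to 0 they were 0.82, 0.72 and 0.50, also below 2-fold. The paper lists the ATP synthetase genes A1S_0148 to A1S_0156 in the same way, and A1S_0148 at 0.70 and A1S_0150 at 0.96 were below 2-fold. Both passed it with the median log2 ratio of all genes set to 0 (1.03 and 1.28) and with the trimmed mean set to 0 (1.02 and 1.28). A1S_0150 also passed it after adjustment for gene length (1.06) and with totals that left out the 10 most counted genes (1.05), which were chosen after the values were seen. The adjustment for gene length also took A1S_0153 from 1.10 to 0.88, below 2-fold. The paper gives the chaperone usher system A1S_1507 to A1S_1510 as down-regulated to one level, and A1S_1509 at -0.86 and A1S_1510 at -0.14 were below 2-fold. A1S_0117 of the motility operon was at 0.59.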

Other observations

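Of the tests below, those on scaling, on the most counted genes and on counting noise for the excess of falls, and those on read numbers, expression level, named groups and rows without a coding length for the trend with gene length, were set out before their results were seen. The others were chosen after.

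More genes fell than rose past 2-fold. With the median log2 ratio set to 0, the number of falls was 0.582 times the number of rises. Centring balances the genes around 0 by design, so this value shows that the excess depends on the scaling and does not test whether scaling is its cause. In the longest of 5 length classes of equal size falls were 1.36 times the rises, and in the shortest class they were 4.05 times. After adjustment for gene length 181 genes rose and 472 fell, so the excess remained. That adjustment keeps the overall median, so these values do not settle what gene length contributes. Leaving the 10 most counted genes out of the totals moved the median log2 ratio to -0.23, so these genes account for only part of the shift. Counting noise does not account for the number of falls. With every gene at the common ratio, 0 of 100 draws gave as many falls, and the most was 69. The draws had a median of 56 falls and 7 rises. Noise around the common ratio therefore also gives more falls than rises, but fewer of each than were observed.

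Short genes fell more than long genes. The median log2 ratio was -0.56 in the shortest of the 5 length classes and -0.10 in the longest, and Spearman's rho between length and log2 ratio was 0.187 across 3447 genes, which are not independent replicates. It was 0.208 over the genes with at least 500 reads together, 0.194 on average within 5 classes of mean RPKM, 0.206 without the gene groups reported here, and 0.181 without rRNA rows and rows without a coding length. Low read numbers, expression level, those groups and those rows therefore do not account for it. A difference in RNA fragmentation or size selection between the libraries is a candidate explanation that was not tested, and no biological explanation was tested.

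Several genes circled singly in Fig. 8 have few reads. Of 21 such markers, 19 could be matched by position and height to 1 gene each. Of these, 7 had 50 reads or fewer in both libraries together, down to 6 reads, and 5 had 1 read in one of the libraries. The 95% interval reached 2-fold or less for 85.7% of the 7 genes, and it included 1 for 3 of them. Their place beyond 4-fold in Fig. 8 is consistent with counting noise around a smaller change. The markers were matched by eye.

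Neighbouring genes changed together. Spearman's rho between the log2 ratios of neighbouring genes was 0.31 across 3431 pairs of genes, and it stayed between -0.06 and 0.07 in 1000 shuffles of the gene order, so counting noise does not account for it. Shared operons are a candidate explanation that was not tested, since no operon map was used here. The log2 ratios were lower away from the ends of the gene order, with a Spearman's rho of -0.121, and circular shifts of the gene order gave -0.121 to 0.121 in 95% of cases. A shift rotates a gradient along the chromosome and keeps it, so this range cannot separate gene dosage from the grouping of neighbouring genes, and neither was settled.

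The paper measured *abaI* and *vfr* by qRT-PCR on cells from motility agar. In the broth libraries *abaI* (A1S_0109) had 28 reads in the parent and 14 reads in *cpdA*::Tn, a log2 ratio of -0.43 with a 95% interval from -1.47 to 0.54, so no change was detectable at this depth. *vfr* (A1S_1182) had 1191 and 999 reads and a log2 ratio of 0.31 with a 95% interval from 0.19 to 0.44. The *pga* genes A1S_0938 and A1S_0939, which the paper compares with *hms*, had log2 ratios of -0.50 and -0.06, against -3.62 for the median of the *hms* genes. After centring, A1S_0939 was at 0.26.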
